A study of Mus musculus with 12 samples. Its data were reported in "A small molecule esculetin accelerates postprandial lipid clearance involving activation of C/EBPβ and CD36-mediated phagocytosis by adipose tissue macrophages" (2025).

How the data were processed

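RNA was measured by sequencing in 12 libraries that fell into 4 groups of 3. Of these, 6 came from the livers of male C57BL/6J mice and 6 from RAW264.7 cells, a mouse macrophage line. Per the labels, the mice were gavaged for 7 days with esculetin, a plant coumarin, at 90 mg/kg/day or with its vehicle, 2.5% Tween-80. They received a control diet with 10% of its energy as fat for 4 days and a high-fat diet with 60% for 3 days. The cells were held for 24 hours with 25 µg/mL of dye-carrying oxidized low-density lipoprotein (oxLDL), together with esculetin at 40 µg/mL or its solvent alone. The study states that each liver sample was made from a pair of mice, so a liver replicate stands for a pool.

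The values deposited by the authors are raw counts per gene locus, 1 table for the liver and 1 for the cells, and no column of the tables was left unused. According to the study, the authors sequenced paired ends, aligned the reads to the mouse genome build GRCm39 with HISAT and counted them per gene with featureCounts. The selection of RNA, the strandedness, the handling of reads with several places in the genome and the annotation release were not stated. All values were whole numbers, and each table listed 55357 gene identifiers. Symbols, gene types and coordinates came from a GENCODE annotation of GRCm39, in which 54749 identifiers matched and 608 did not. The unmatched identifiers held at most 0.00984% of the counts of a liver library and 0.0330% of those of a cell library. A further check found 74 symbols shared by several identifiers, and genes were therefore followed by identifier.

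The total counts per library ran from 14659876 to 20346460 in the liver and from 13752842 to 20001959 in the cells. CPM values, counts scaled to the size of the library, were computed with factors of the trimmed mean of M-values (TMM). Errors of CPM are standard deviations over 3 libraries, and they hold biological and counting error together. The standard error (SE) of a log2 fold change was computed as the size of the log2 fold change over the square root of the F statistic. The confidence interval given for a share of genes was an exact Clopper-Pearson interval at the 95% level, which covers counting error only. A fold change against a group whose libraries all held 3 counts or fewer was not given.

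Each table was fitted alone in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, with filterByExpr, TMM factors and treatment as the only term. P-values were two-sided and were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p-value under 0.05. The study's stated criterion, an unadjusted p-value under 0.05 and a fold change over 1.5, was applied to limma-voom fits (limma 3.58.1). An exact permutation test of a single gene in 3 against 3 libraries cannot give a two-sided p-value under 0.1, so gene-wise p-values rest on the error shared across genes by the models. Gene sets with at least 5 tested members were tested with camera at a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it. The sets were compiled by hand from general knowledge. Lists of marker genes for hepatocytes, Kupffer cells, other immune cells, stellate and endothelial cells, cholangiocytes, blood, adipose tissue and pancreas were compiled the same way and used only to weigh other cells as a source of RNA.

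The difference between the effects in the cells and in the liver was tested with edgeR in a 4-group model of all 12 libraries. The fold changes of both tables were compared across genes by Spearman's rho, as a description without a p-value, since genes are not independent replicates. Principal components were computed from log2 CPM with a prior count of 2. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

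The tests of the comparisons, the gene sets, the study's gene lists, the cell type marker lists and the rule for naming genes were chosen before the data were examined. The lists of sex-biased liver genes and several tests of possible explanations came later, as stated where they appear. The rule named every gene of the study's lists, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 10 CPM and no overlap between the groups. It also named up to 4 members with the smallest p-values in a set under discussion, the 3 most abundant genes of each table, and sex and cell type marker genes. Genes named outside this rule are marked as such where they appear. The sex markers matched male animals: Xist had at most 1 count in any liver library, and Ddx3y, Eif2s3y, Kdm5d and Uty were expressed in all 6.

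The alternatives were other scalings (RLE size factors, upper quartile, library size only), other filters on low counts, DESeq2 1.42.0, limma-voom, limma-trend, robust dispersion, other thresholds, a block for the replicate number, counts thinned to the smallest library, the 20 most abundant genes left out, and each replicate left out in turn. Removal of each library's trend with gene length or GC content was added after the data had been seen. The replicate numbers were not used to pair the libraries, because those with the same number did not resemble each other throughout. After removal of the group means, the correlations between control and esculetin libraries of the same number were 0.14, -0.0053 and 0.103 in the liver and 0.165, -0.0298 and 0.0796 in the cells.

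The steps were tested on simulated tables in which 200 genes were changed by 1.5 on the log2 scale. The edgeR test recovered 100% of them in the simulated liver and in the simulated cells, and unchanged genes made up 3.38% and 4.76% of its calls. The same share was 8.26% and 6.10% for DESeq2. A set of 25 genes changed by 0.7 was found by all 3 set tests in both simulated tables, with 68% of its genes called in the liver and 96% in the cells, and fry also called 3 other sets in the simulated cells. The interaction test recovered 99.5% of the changed genes. With nothing changed, 0 genes were called in the liver and 1 in the cells. The simulated tables held no library that departed from its group. Their genes were drawn independently of each other, so they cannot show how the set tests behave where genes of a set move together.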

Results

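Gene expression was measured in 12 RNA-seq libraries, 3 from livers of vehicle-treated mice, 3 from livers of esculetin-treated mice, 3 from oxLDL-treated RAW264.7 cells without esculetin and 3 from such cells with esculetin. The liver control libraries held 14659876, 20346460 and 17832582 counts, and the liver esculetin libraries 18733701, 15681742 and 15932412. The control cells held 18889131, 18284706 and 20001959 counts, and the esculetin cells 13752842, 14954496 and 18801094. The most abundant liver genes were Alb, with 6.83% to 9.72% of the counts, mt-Co1 with 2.30% to 3.46% and Apoe with 2.47% to 2.82%. In the cells they were mt-Co1, with 2.31% to 3.44% of the counts, Eef1a1 with 1.33% to 1.90% and Pkm with 1.05% to 1.34%. The 20 most abundant genes held 28.7% to 30.5% of the counts of a liver library and 12.6% to 15.2% of those of a cell library. The labels gave no sequencing batch or date.

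The first principal component of the liver libraries held 39.9% of the variance and set liver control replicate 1 apart, at -47.9, while the other 5 libraries lay between -3.44 and 19.4. It did not separate the treatments, since control replicate 3, at 12.5, lay among the esculetin libraries, at 8.59, 10.8 and 19.4. In the cells the first component held 77.9% of the variance and separated the treatments, with the control libraries between -52.6 and -49.3 and the esculetin libraries between 40.8 and 60.5. Across settings this share moved most when every gene was scaled to unit variance, to 62.5%. The correlation between log2 CPM of library pairs was 0.968 to 0.985 within the liver controls, 0.986 to 0.987 within the esculetin livers and 0.967 to 0.985 between liver groups. In the cells it was at least 0.981 within a group and at most 0.946 between groups. The common biological coefficient of variation was 16.5% in the liver and 11.8% in the cells.

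**Figure D1:**
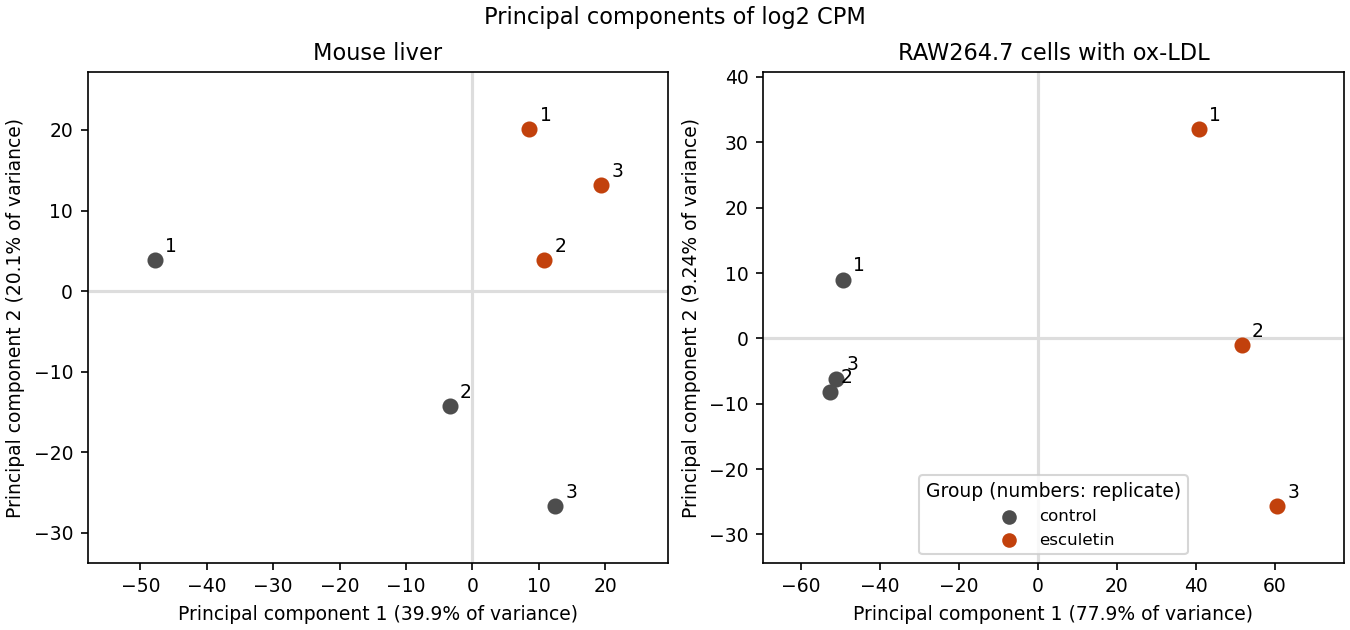
Principal components 1 and 2 of log2 CPM of the 6 liver libraries and of the 6 cell libraries, with 1 point per library, numbered by replicate, and the share of variance on each axis. Liver control replicate 1 lies at -47.9 on the first axis, and the cell groups lie apart on it.

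The liver comparison asks which hepatic genes esculetin changes in mice on a high-fat diet. Of 12813 tested genes, 11 had an adjusted p-value under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), 4 higher and 7 lower with esculetin. At an unadjusted p-value under 0.05 there were 1072 genes, where chance alone would give 641. The groups did not overlap for 1853 genes, 14.5% of those tested, where chance would give 10%. The count of 11 moved most without a filter on low counts, to 339 genes of 22343 tested. It was 0 without control replicate 2 (962 genes at an unadjusted p-value under 0.05), without esculetin replicate 1 (769 genes) and without esculetin replicate 3 (624 genes), and 31 without control replicate 3. The study's stated criterion gave 499 liver genes, 193 higher and 306 lower, and 800 without control replicate 3. The share that was higher depended on the setting. It was 38.7% of the 499, 26.9% of 472 genes when scaled by library size only and 44.9% of 481 without control replicate 1.

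Of the liver genes called, 8 met the rule for naming, and their groups did not overlap in 3 against 3 libraries. All 8 lost their call when scaled by library size only and when control replicate 2, esculetin replicate 1 or esculetin replicate 3 was left out, since these fits called 0 genes. The largest fall was that of Angptl8 (ENSMUSG00000047822, chromosome 9, 21746786 to 21748643), from 52.4 ± 12.2 to 16.6 ± 2.91 CPM (SD, n = 3), a log2 fold change of -1.66 (SE 0.18, edgeR adjusted p-value 0.0133). Pdk4 (ENSMUSG00000019577, chromosome 6, 5483097 to 5496339) went from 20.04 ± 3.65 to 7.51 ± 1.71 CPM, a log2 fold change of -1.42 (SE 0.20, edgeR adjusted p-value 0.0225). Pltp (ENSMUSG00000017754, chromosome 2, 164677702 to 164701743) went from 71.7 ± 0.839 to 32.6 ± 7.20 CPM, a log2 fold change of -1.14 (SE 0.15, edgeR adjusted p-value 0.0225). Efna1 (chromosome 3, 89179037 to 89188449) fell by 1.10 on the log2 scale, with an edgeR adjusted p-value of 0.0385. Ugt1a5 (chromosome 1, 88093707 to 88147724) fell by 1.60 with an edgeR adjusted p-value of 0.0225. The rises were those of Ugt2b38 (chromosome 5, 87557801 to 87572062), with a log2 fold change of 1.55 and an edgeR adjusted p-value of 0.0385, Mup12 (chromosome 4, 60693376 to 60697325), with 1.05 and 0.0360, and the pseudogene Gm4956 (chromosome 1, 21355832 to 21368351), with 0.93 and 0.0225. Ugt2b38 kept its call in only 5 of 13 alternatives. It also lost it under the upper quartile (edgeR adjusted p-value 0.0511) and without control replicate 1 (0.0749) or 3 (0.0601). Under limma-voom its adjusted p-value was 0.0699. Gm4956 also lost its call without esculetin replicate 2 (edgeR adjusted p-value 0.0611). Ugt1a5, Ugt2b38 and Mup12 belong to families with closely related copies, and how reads with several places were counted was not stated, so these values carry that uncertainty.

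The other 3 genes called in the liver had a mean under 10 CPM and were named after their values were seen. Orm3 (chromosome 4, 63274208 to 63277748) rose from 0.637 ± 0.204 to 3.49 ± 0.709 CPM (SD, n = 3). Acot3 (chromosome 12, 84098918 to 84107176) fell from 8.51 ± 4.77 to 0.693 ± 0.582 CPM. Hes1 (chromosome 16, 29882134 to 29886643) fell from 8.62 ± 0.769 to 3.47 ± 0.379 CPM.

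A list of 6 genes the study named was examined in the liver, and all 6 were tested. Cd36 was on it because the study followed CD36 on macrophages, not for its liver RNA. None passed an adjusted p-value under 0.05 over all tested genes (0 of 6), 3 had an unadjusted p-value under 0.05, and the same number, 3, passed when adjusted over the list alone. The study had already examined most of these genes in livers from this experiment, so the last count is not independent evidence. Among the fits that each left out 1 replicate, the count over all genes rose only without esculetin replicate 2, to 1, Cyp7b1. Cyp7b1, an oxysterol hydroxylase (ENSMUSG00000039519, chromosome 3, 18117411 to 18297740), went from 81.8 ± 23.0 to 187 ± 77.8 CPM (SD, n = 3), a log2 fold change of 1.19 (SE 0.28, edgeR adjusted p-value 0.210). Cebpb, which encodes the transcription factor C/EBPβ (ENSMUSG00000056501, chromosome 2, 167530835 to 167532338), went from 64.0 ± 14.2 to 105 ± 13.4 CPM, a log2 fold change of 0.71 (SE 0.17, edgeR adjusted p-value 0.209). Cebpd (ENSMUSG00000071637, chromosome 16, 15705150 to 15708895) went from 9.78 ± 3.25 to 15.7 ± 1.59 CPM, a log2 fold change of 0.69 (SE 0.21, edgeR adjusted p-value 0.376). The groups did not overlap for Cyp7b1, Cebpb and Cebpd. Under limma-voom these genes had log2 fold changes of 1.14, 0.73 and 0.73, with unadjusted limma-voom p-values of 0.00178, 0.000928 and 0.00405. They thus met an unadjusted p-value under 0.05 with a fold change over 1.5, while Cyp7a1, Apoa1 and Cd36 did not. That is the criterion stated by the study, so the missing calls of Cyp7b1, Cebpb and Cebpd come from the adjustment over all tested genes. Over 13 alternative scalings, tests, the replicate block and fits without a replicate, Cebpb and Cyp7b1 each passed in 2. Cebpb passed with the block (edgeR adjusted p-value 0.00995) and under DESeq2 (DESeq2 adjusted p-value 0.0102). Cyp7b1 passed with the block (edgeR adjusted p-value 0.0170) and without esculetin replicate 2 (0.0388). Without a filter on low counts, Cebpb, Cyp7b1 and Cebpd passed. The log2 fold changes of Cyp7a1, Apoa1 and Cd36 were -0.43, 0.07 and 0.08, with edgeR adjusted p-values of 0.709, 0.930 and 0.936. Apoa1 was at -0.068 without control replicate 1, and Cd36 was below 0 when scaled by library size only (-0.0018) and when control replicate 2 (-0.06), control replicate 3 (-0.0064) or esculetin replicate 1 (-0.16) was left out.

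**Figure D2:**
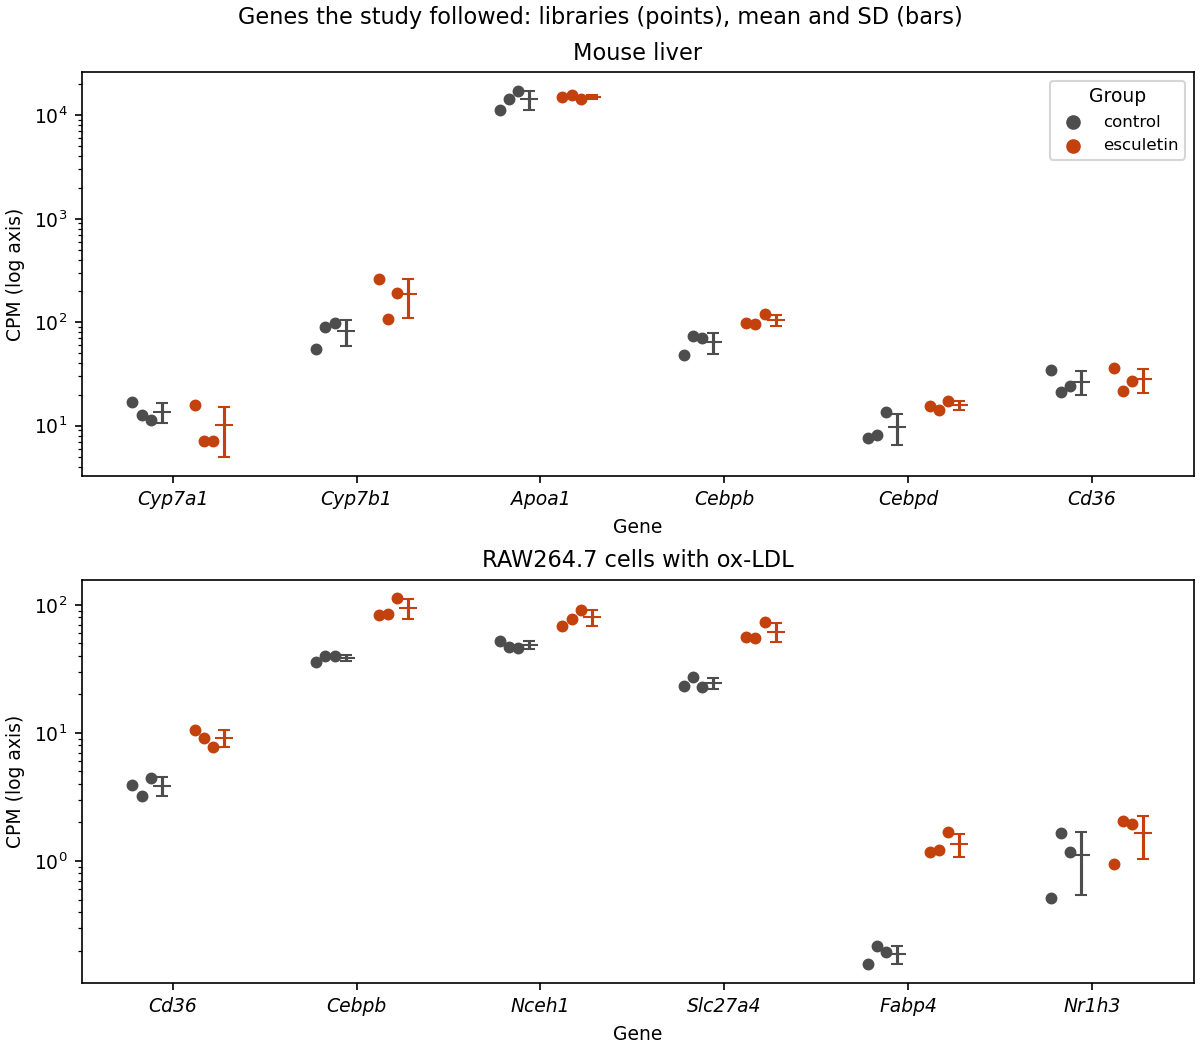
CPM on a log axis of genes the study named, with 1 point per library and bars for the mean and SD of 3 libraries. Cebpb rises from 64.0 to 105 CPM in the liver and from 38.5 to 94.0 CPM in the cells.

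Of 23 gene sets tested in the liver, 9 had an adjusted camera p-value under 0.05, 2 higher and 7 lower. None of the 9 held after adjustment under fry or with an estimated correlation, both of which called 0 sets (5 and 1 of the 23 at an unadjusted p-value under 0.05). The cholesterol synthesis set had a median log2 fold change of -0.27, with 26 of 27 genes lower and an adjusted camera p-value of 9.78e-07, while its unadjusted fry p-value was 0.258. Over 14 alternatives the adjusted camera p-value of this set ran from 2.66e-20 to 0.0156. The fatty acid synthesis set had a median of -0.37, with 16 of 20 genes lower, an adjusted camera p-value of 9.78e-07 and an unadjusted fry p-value of 0.0409. Its member with the smallest p-value, Scd1, went from 9523 ± 829 to 4493 ± 1114 CPM (SD, n = 3), a log2 fold change of -1.08 with an edgeR adjusted p-value of 0.0527. The interferon response set had a median of -0.28, with 28 of 30 genes lower, an adjusted camera p-value of 1.85e-06 and an unadjusted fry p-value of 0.0160. The acute phase set had a median of 0.17, with 17 of 23 genes higher, an adjusted camera p-value of 1.62e-05 and an unadjusted fry p-value of 0.0591. The mitosis set (median -0.48, 19 of 22 genes lower, adjusted camera p-value 0.000119) and the PPARα oxidation set (median -0.09, 20 of 25 lower, 1.92e-05) were also lower. Their highest adjusted camera p-values over those 14 alternatives were 0.0452 and 0.0054. Nearer to the threshold were the sets of C/EBPβ-linked genes (higher, median 0.04, 12 of 20 genes higher, adjusted camera p-value 0.0487), NF-κB response genes (lower, -0.21, 17 of 21 lower, 0.0319) and Nrf2 targets (lower, -0.13, 20 of 28 lower, 0.010). Over 14 alternatives their adjusted camera p-values ran from 0.0144 to 0.322, from 0.00213 to 0.229 and from 1.61e-05 to 0.194. The C/EBPβ-linked set lost its call under RLE size factors (0.0519), the upper quartile (0.0506), no filter (0.219) and removal of length (0.157) or GC trends (0.0645). It also lost it without control replicate 1 (0.17), control replicate 2 (0.322) or any single esculetin replicate (0.0720 to 0.173). The NF-κB set lost its call when scaled by library size only (0.0553), without a filter (0.0898), with a filter at 1 CPM (0.0957) and without control replicate 1 (0.0653), control replicate 3 (0.229) or esculetin replicate 3 (0.0722). The Nrf2 set lost its call without control replicate 2 (0.0863) or control replicate 3 (0.194).

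The cell comparison asks how esculetin changes gene expression in macrophages that take up oxLDL. Of 13277 tested genes, 7667 (57.7%) had an adjusted p-value under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), 3812 higher and 3855 lower with esculetin. The groups did not overlap for 8517 genes, 64.1% of those tested, where chance would give 10%. Of the settings tried, the count moved most when a fold change over 1.5 was also required, to 4841 genes, and 2537 of the genes called had a fold change over 2. The study's stated criterion gave 5041 genes, 2551 higher and 2490 lower. An unadjusted p-value under 0.001 with a fold change over 2 gave 1921 genes, 1088 higher and 833 lower.

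The 5 named genes with the largest rise in the cells began with Ccr1 (chromosome 9, 123762161 to 123768734), at 0.344 ± 0.0750 CPM in the control and 31.9 ± 16.8 CPM with esculetin (SD, n = 3), a log2 fold change of 6.52 (SE 0.49, edgeR adjusted p-value 1.28e-06). Its control libraries held 6, 8 and 6 counts. Egr1 (ENSMUSG00000038418, chromosome 18, 34992876 to 34998049) went from 4.49 ± 0.259 to 136 ± 13.5 CPM, a log2 fold change of 4.92 (SE 0.12, edgeR adjusted p-value 7.09e-10). Ccl4 and Ccl3 (chromosome 11, 83553383 to 83555509 and 83538670 to 83540191) had log2 fold changes of 4.82 and 4.67, and Ifi202b (chromosome 1, 173790134 to 173810414), which has closely related copies, of 4.75. The largest falls were those of Coq8a (chromosome 1, 179992803 to 180029294; -3.36), Pif1 (chromosome 9, 65494442 to 65503249; -3.23), Tmem231 (chromosome 8, 112638018 to 112660513; -3.05), Arhgef39 (chromosome 4, 43496139 to 43499695; -2.94) and Cdc20 (ENSMUSG00000006398, chromosome 4, 118290098 to 118294610; -2.89). Cdc20 went from 146.6 ± 8.43 to 19.9 ± 2.54 CPM (SE of the log2 fold change 0.11, edgeR adjusted p-value 3.15e-08). These 10 genes kept their direction and their call under all 13 alternative scalings, tests, the replicate block and fits without a replicate.

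A list of 8 genes the study named was examined in the cells, of which 6 were tested and 5 were called, all higher with esculetin, and 5 passed when adjusted over the list alone. The study named Nr1h3 and Pparg for single-cell data of adipose tissue macrophages. It chose the other genes in RAW264.7 cells, most of them on these libraries, so for them the last count is not independent evidence. Cebpb went from 38.5 ± 2.07 to 94.0 ± 16.8 CPM (SD, n = 3), a log2 fold change of 1.29 (SE 0.12, edgeR adjusted p-value 6.49e-06). Cd36, a scavenger receptor (ENSMUSG00000002944, chromosome 5, 17986432 to 18094067), went from 3.86 ± 0.624 to 9.14 ± 1.39 CPM, a log2 fold change of 1.23 (SE 0.19, edgeR adjusted p-value 0.000246). Slc27a4 (chromosome 2, 29692598 to 29710004) went from 24.5 ± 2.42 to 61.5 ± 10.3 CPM, a log2 fold change of 1.33 (SE 0.13, edgeR adjusted p-value 8.79e-06). Nceh1 (chromosome 3, 27236975 to 27338764) went from 48.5 ± 3.63 to 79.6 ± 11.6 CPM, a log2 fold change of 0.72 (SE 0.11, edgeR adjusted p-value 0.000246). Fabp4 (chromosome 3, 10268785 to 10273737) rose from 3, 4 and 4 counts to 16, 18 and 30, with an edgeR adjusted p-value of 0.000284. Nr1h3 had a log2 fold change of 0.57 and an edgeR adjusted p-value of 0.290. Abca1 had 1, 1 and 2 counts in the control libraries and 9, 13 and 9 with esculetin, too few for the filter, and Pparg had 0, 0 and 0 counts against 2, 2 and 0. At this depth no fold change could be measured for Pparg. Abca1 entered the test and was called as higher without the filter and in the fits without control replicate 1, 2 or 3 or esculetin replicate 3, with edgeR adjusted p-values from 0.00215 to 0.0108. Its control counts were all at or under 3, so no fold change is given.

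The study also displayed 24 genes of cholesterol homeostasis, of which 23 were tested in the cells. All 23 were called, 14 higher and 9 lower, and all 23 passed when adjusted over the list alone, again on a list chosen on these samples. The smallest p-values among them were those of Atf3, with a log2 fold change of 2.03, and Pmvk, with -1.77, and both had an edgeR adjusted p-value of 1.55e-07. In the liver 24 of these genes were tested and 0 were called, with 3 at an unadjusted p-value under 0.05. When adjusted over the list alone, 2 passed in the liver.

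Of 20 gene sets tested in the cells, 11 had an adjusted camera p-value under 0.05, 7 higher and 4 lower. All 11 also held under fry, which called 17 sets, and 0 held with an estimated correlation (2 of the 20 at an unadjusted p-value under 0.05). The mitosis set had a median log2 fold change of -1.37, with 35 of 35 genes lower, 33 of them called, and an adjusted camera p-value of 1.03e-14. The interferon response set had a median of 2.11, with 27 of 28 genes higher and 4.66e-08. The C/EBPβ-linked set had a median of 1.67, with 15 of 18 higher and 0.000278, and the phagocytosis set 0.77, with 18 of 22 higher and 0.00210. Lipid uptake and storage genes had a median of 0.55, with 13 of 17 higher and 0.00450. Cholesterol synthesis genes had a median of -0.59, with 20 of 26 lower and 0.00314, and fatty acid synthesis genes -0.71, with 14 of 17 lower and 0.00465. The remaining called sets were NF-κB response (median 0.47), ATF4 stress (-0.59), acute phase (1.46) and Nrf2 targets (0.44). The Nrf2 set lost its call without control replicate 1, at an adjusted camera p-value of 0.0705, and without the 20 most abundant genes, at 0.0909, with a range from 0.00414 to 0.0909 over 14 alternatives. The acute phase set lost its call without a filter, at 0.0719, with a range from 0.00591 to 0.0719. The LXR efflux set, with a median of -0.70 and 7 of 11 genes lower, had an adjusted camera p-value of 0.152 and an adjusted fry p-value of 0.000762, and 10 of its 11 genes were called.

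**Figure D3:**
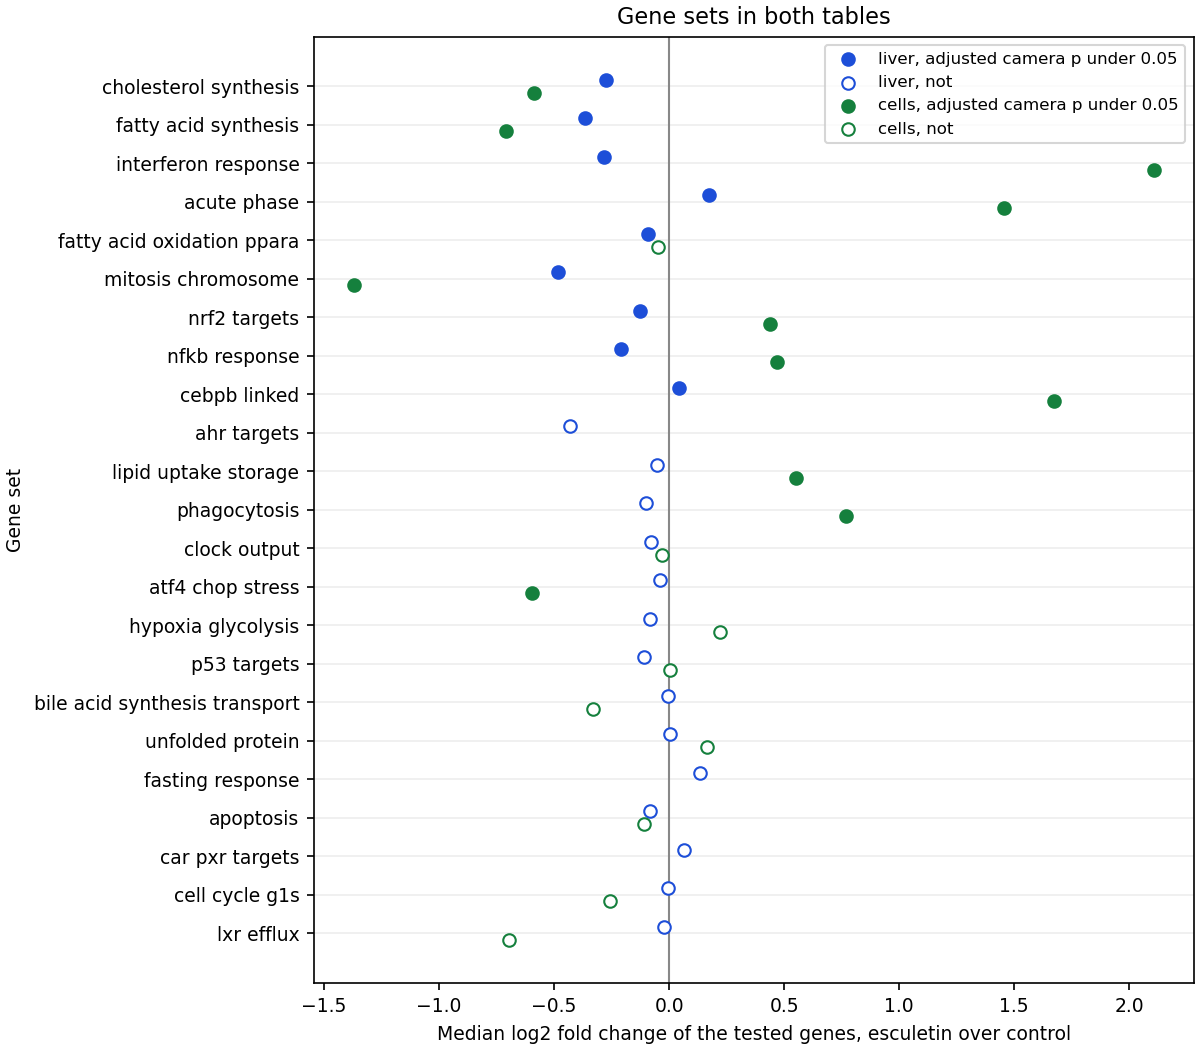
Median log2 fold change of each gene set in the liver and in the cells, with filled points for sets at an adjusted camera p-value under 0.05. Cholesterol synthesis is lower in both, at -0.27 and -0.59, and interferon response is lower in the liver, at -0.28, and higher in the cells, at 2.11.

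Set against each other, the fold changes of the liver and of the cells had a Spearman rho of -0.139 across the 10449 genes tested in both, and 44.1% of these genes changed in the same direction. Genes are not independent replicates, so no p-value was given. The rho was 0.00916 without liver control replicate 1. Among genes with at least 10 CPM in both tables, the alternative that moved it most apart from that, it was -0.212. Only 2 of the 11 genes called in the liver were tested in the cells, Pltp and Efna1, and both were called and lower in both tables. In the model of all 12 libraries the esculetin effect differed between cells and liver for 4253 of 15709 genes (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p-value under 0.05), more positive in the cells for 2108 and more negative for 2145. This count moved most without cell control replicate 2, to 3368. The effect on Cebpb differed by 0.53 on the log2 scale, with an edgeR adjusted p-value of 0.0853, and that on Cd36 by 1.11, with 0.0150.

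**Figure D4:**
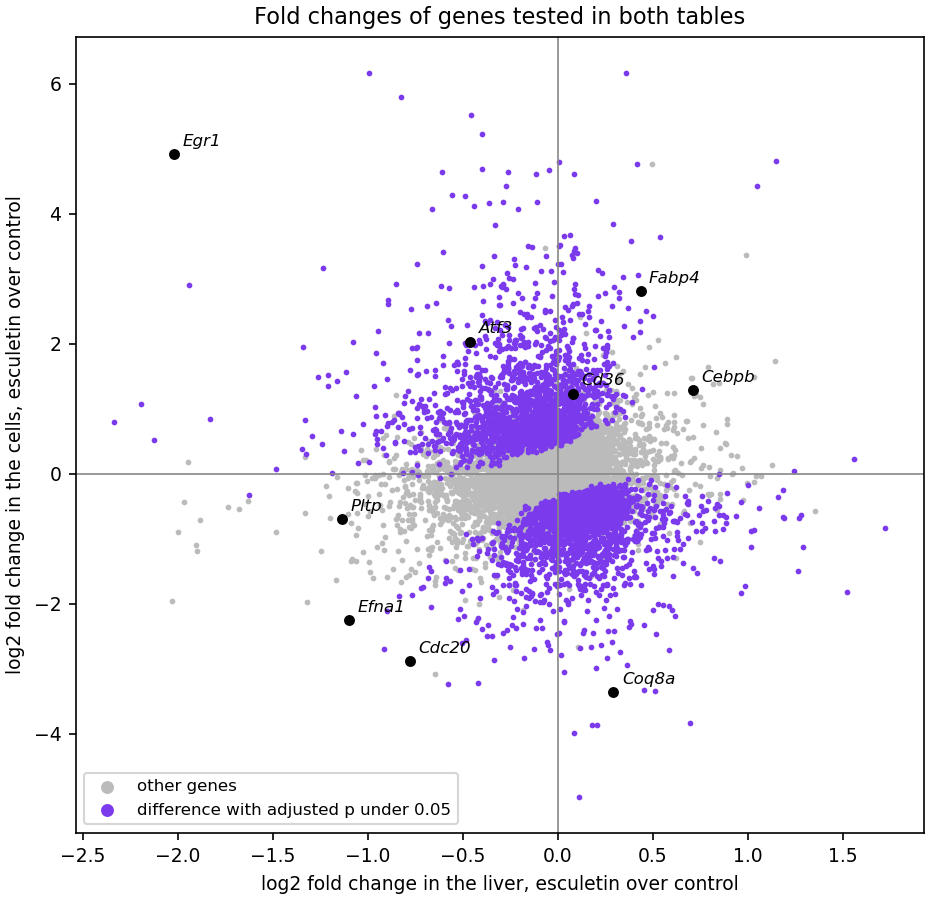
Log2 fold change in the cells against log2 fold change in the liver, with 1 point per gene tested in both. The Spearman rho across genes is -0.139.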

Values the study reported

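The study's own counts of changed genes for RAW264.7 cells with esculetin were 1121 higher and 956 lower.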

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

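Both tests of why the cells changed more than the liver, by library size and by the spread between libraries, were chosen only after the result was seen.

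The effect of esculetin differed between the cells and the liver for 4253 of 15709 genes in the model of all 12 libraries (5985 at an unadjusted p-value under 0.05). Of the 31 named genes tested in both tables, 25 differed at an edgeR adjusted p-value under 0.05, and 12 of these 25 had opposite signs in the cells and in the liver. The difference in log2 fold change, cells minus liver, was 6.90 for Egr1, 2.51 for Plaur, 2.45 for Atf3, 2.39 for Gldc and for Alcam, 2.32 for Fabp4, 1.59 for Antxr2, 1.18 for Slc27a4 and 1.17 for Cd9. It was 1.15 for Ctnnb1, 1.11 for Cd36, 1.09 for Errfi1, 1.02 for Niban1 and 0.84 for Anxa5 and for Nceh1. On the other side it was -3.69 for Coq8a, -2.14 for Cdc20, -1.64 for Pmvk, -1.52 for Ethe1, -1.36 for Mvk, -1.34 for Fabp5, -1.25 for Dhcr7, -1.23 for Ech1, -1.18 for Efna1 and -1.12 for Acss2. Of these genes, Efna1 alone was also called in the liver. Egr1 was at -2.02 in the liver with an edgeR adjusted p-value of 0.0839 and at 4.92 in the cells. The study chose most of these genes on the cell libraries, which favours large changes there.

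Of 100 splits drawn within each table, the real one included, 2 gave as many genes as the 4253 of the real groups. Both kept the real groups of the cells, as did 10 of the 100 drawn, so the count rests mainly on the change in the cells.

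More genes changed in the cells (7667) than in the liver (11). The tables argue against library size as the reason, since with all 12 libraries thinned to 13753000 counts, 7423 genes were called in the cells and 9 in the liver. A larger spread between liver libraries cannot be the whole reason either. Among 5383 genes with at least 10 CPM in both tables, the spread of the log2 fold changes beyond their own error was 0.547 in the cells and 0.0961 in the liver, a ratio of 5.69. What stays open is the contrast the design names, liver against a macrophage line, and with it the dose and route, the time of exposure, the oxLDL given to the cells alone, and the mixture of cell types in liver. The design ties these to each other, and none was tested on its own.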

How the results depend on the processing

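The removal of length and GC trends was chosen only after the data had been seen, and the other alternatives were planned.

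The 11 liver genes became 0 when scaled by library size only (1149 at an unadjusted p-value under 0.05), 339 without a filter, 123 with a replicate block and 98 under DESeq2. All 11 were among those 339, 123 and 98 genes. Leaving out 1 replicate gave from 0 to 31 genes, with 0 without control replicate 2, esculetin replicate 1 or esculetin replicate 3 (962, 769 and 624 at an unadjusted p-value under 0.05) and 31 without control replicate 3. The other scalings, filters and tests, and the removal of length or GC trends, gave 10 to 15. The replicate numbers do not pair the libraries, so the block removes variation without a known source. The causes of these changes were not tested.

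The 499 liver genes of the study's criterion became 1090 without a filter, where 22343 genes were tested, and by construction fewer under stricter thresholds: 30 at a p-value under 0.001 with a fold change over 2, and 11 at an adjusted p-value under 0.05 with a fold change over 1.5. Leaving out 1 replicate gave from 386 to 800, the highest without control replicate 3. The 0 liver genes of the study's list (3 at an unadjusted p-value under 0.05) became 3 without a filter, 2 with a replicate block, 1 under DESeq2 and from 0 to 1 when 1 replicate was left out, with 1 without esculetin replicate 2. The 9 liver sets became 0 under fry (5 at an unadjusted p-value under 0.05) and 0 with an estimated correlation (1 at an unadjusted p-value under 0.05), and from 7 to 10 when 1 replicate was left out, and the cause was not tested. The first component of the liver held from 33.3% to 47.9% when 1 replicate was left out.

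In the cells 4841 of 7667 genes remained when a fold change over 1.5 was also required, and 1921 of the 5041 genes of the study's criterion under the stricter thresholds. Leaving out 1 replicate gave from 6518 to 7910 and from 4899 to 5373 genes. The cell sets were 17 under fry, 0 with an estimated correlation (2 at an unadjusted p-value under 0.05) and from 10 to 12 when 1 replicate was left out. The cell genes of the study's lists numbered from 5 to 6 and from 23 to 24 in those fits. The first component of the cells held 88.3% for the 500 most variable genes, 62.5% at unit variance and from 75.0% to 81.6% without 1 replicate. Without 1 library the interaction count ran from 3368 to 4730 and the rho across genes from -0.173 to 0.00916, the latter without liver control replicate 1. Among genes with at least 10 CPM in both tables the rho was -0.212.

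Directions reversed for 2 liver genes near 0. Apoa1 was at -0.068 without control replicate 1, and from -0.068 to 0.22 over the fits that each left out 1 replicate. Cd36 was at -0.0018 when scaled by library size only, at -0.06 without control replicate 2, at -0.0064 without control replicate 3 and at -0.16 without esculetin replicate 1, and from -0.16 to 0.31 over those fits. The cause was not tested. Of 351 values of 27 named liver genes under alternatives, 270 kept their direction and side of the threshold, 53 lost a call, 23 gained one and 5 reversed. All 338 values of 26 named cell genes kept both. Depth limited Abca1 and Pparg, which had too few counts in the cells to pass the filter. Abca1 was the added call without a filter and in the fits that left out a cell control replicate or esculetin replicate 3, where it entered the test, and all its calls were higher.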

Other observations

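The tests of liver control replicate 1 as the source of the negative rho, of RNA from other cell types, of food intake and of iron were chosen only after the result was seen, and the lists of sex-biased genes were compiled after the named liver genes had been seen.

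At the study's stated criterion, 2551 genes were higher and 2490 lower in the cells with esculetin. That is higher than the value quoted from the study above. Stricter thresholds gave 1088 higher and 833 lower genes, and which settings the study used beyond those it states was not tested.

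Every comparison of 3 against 3 libraries has 10 splits, so the real split alone is a share of 0.1. For the liver genes called, 1 of the 10 splits of the 6 libraries gave as many as 11 genes, and the others gave 0 or 1 (156 to 1092 at an unadjusted p-value under 0.05). For the liver genes of the study's criterion 1 of 10 splits gave as many as 499, the others giving 106 to 338. For liver sets it was 1 of 10, with up to 8 sets called in the others, and for the liver genes of the study's list 10 of 10, since all splits gave 0. At an unadjusted p-value under 0.05, 2 of the 10 liver splits gave as many as 1072 genes. In the cells it was 1 of 10 for genes called, with 0 in all others (34 to 339 at an unadjusted p-value under 0.05), 1 of 10 for the study's criterion, with 31 to 117 in the others, and 1 of 10 for each of the study's lists. Every other split mixes control and esculetin libraries, so a large treatment effect widens the spread within its groups. The low gene counts of the other cell splits are therefore no measure of chance, which would give 664 genes at an unadjusted p-value under 0.05. For cell sets 2 of the 10 splits gave as many as 11, so the number of sets called by camera says little by itself.

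Liver control replicate 1 lay apart from the other liver libraries, with 2.46 times the distance of the next library on the first principal component. Its mitochondrial share of counts was 6.35%, against 3.60% to 4.59% in the others, and its expression relative to the others rose with gene length (rho 0.385, against -0.355 to 0.146). Thinning all liver libraries to the same total left the distance ratio at 2.49, which argues against library size. Removing each library's trend with gene length left it at 2.40, which argues against length bias as the whole reason. RNA quality, dissection and the state of the mice stay open and were not tested, and no group of the design sets this library apart.

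The negative rho between the liver and the cells across genes may come from that library. The rho was 0.00916 without it and between -0.173 and -0.110 without each of the other 11 libraries, with a jackknife standard error of 0.155. Removing length trends left -0.105 and removing GC trends -0.119, both within that error of the value of -0.139, so neither trend can be excluded as a part of it. Splits of the libraries were compared by differences in mean log2 CPM rather than fitted fold changes. The rho of the real groups was then 0.132 from 0, and 45 of 100 splits, the real one included, gave a rho at least as far from 0. The rho is therefore no evidence that the liver and the cells responded in opposite ways.

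Esculetin cell replicate 1 held 21 loci at least 4 times above every other cell library, with 3.62% of its counts. Most of these lay in Rn18s-rs5, a ribosomal RNA locus, with 2.39% of counts against 0.128% to 0.198%, and in Lars2, with 1.17% against 0.0125% to 0.0190%. Both were named after their values were seen. Reads shared between near-identical copies were tested by shared sequence: 5 of the 16 loci with a sequence shared a 31-base word with another, while random lists had a median of 7. The test of incomplete removal of RNA without a poly(A) tail was added after that test had shown no excess. How RNA was selected for the libraries was not stated. Small nuclear, nucleolar and Cajal body RNA genes, with those annotated as miscellaneous RNA, were tested. They were higher in this library than in both other esculetin cell libraries in 39.3% of cases (44 of 112, exact 95% interval 30.2% to 49.0%), where chance would give 33.3%. The 16 loci above were left out of this count. They include Rn7sk, at 19.7 CPM against 0.75 to 2.93 in the other cell libraries, and Scarna2, at 1.09 against 0, both also named after their values were seen. The count therefore lacks genes of these kinds that were highest in this library relative to the others. Neither test excludes its explanation, and no biological explanation was tested. Without this library 7910 genes were called in the cells.

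Genes of cholesterol and fatty acid synthesis were lower as sets in the esculetin livers by camera, although not after adjustment under fry or with an estimated correlation. With length or GC trends removed, the highest adjusted camera p-value of both sets was 2.29e-06, which argues against these trends. RNA from other cell types would lower all hepatocyte transcripts alike. Of 14 hepatocyte markers, 8 were higher with esculetin and 1 fell as far as the cholesterol synthesis genes. At most 2 did so when any single library was left out, and 6 were higher without control replicate 1. This argues against such RNA as the whole reason. None of 7 cell type lists had an adjusted camera p-value under 0.05 (0 of 7), and the Kupffer cell list, lower with an unadjusted p-value of 0.0398, was the only one under 0.05. The adipose list was tested on 5 of its 10 genes and decides nothing. Its members Adipoq, with 0, 5 and 3 counts in the controls and 25, 4 and 58 with esculetin, Plin1, with 0, 7 and 0 against 14, 2 and 41, and Retn, with 0, 3 and 0 against 9, 0 and 27, had too few counts for the filter. A trace of adipose RNA in esculetin replicates 1 and 3 may account for these counts and was not tested. Too few pancreas markers were expressed for a test. Lower food intake could raise PPARα oxidation genes as fasting does, but these fell, with a fry p-value of 0.0454. The evidence for that fall was as strong as the fry p-value of 0.0409 for fatty acid synthesis. No change was detectable in the fasting set (camera p-value 0.604, median 0.14), which shares Pdk4, Fgf21 and Cyp4a14 with the PPARα set. On a high-fat diet, eating less would also mean less dietary fat, which could lower PPARα oxidation genes. These values therefore cannot decide on lower food intake. An effect of esculetin on lipid synthesis, direct or indirect, may be an explanation and stays a hypothesis. Lower food intake, chance and other differences between the mice stay open.

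Cyp7b1, Mup12 and Ugt2b38 rose and Acot3 fell in the esculetin livers, and Cyp7b1 and Mup12 are more expressed in male liver. Other male-biased genes could have moved with them: 24 of 26 tested were higher, with a median log2 fold change of 0.28 and a camera p-value of 3.48e-08, and 8.33e-07 without the Mup genes. The fry p-value was 0.194 and that with an estimated correlation 0.141, and the median was 0.15 without control replicate 1, 0.12 without esculetin replicate 1 and 0.43 without esculetin replicate 2. Of the 23 female-biased genes 9 were tested, of which 4 were higher, with a median of -0.38 and a camera p-value of 0.115. That p-value was 0.0262 without control replicate 2 and 0.0287 without esculetin replicate 2, but 0.396 without esculetin replicate 1. The median of the female-biased genes was -0.14 without control replicate 1. These values leave open whether the male-biased pattern follows esculetin or differences between the pooled mice, such as growth hormone release or housing rank, which cannot be told apart here.

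In the cells the log2 fold change was 4.13 for Tfrc, the transferrin receptor, 3.00 for Slc40a1, ferroportin, and 3.84 for Hmox1. Tfrc, which went from 58.1 ± 8.83 to 1013 ± 164 CPM (SD, n = 3), Slc40a1 and the ferritin genes were named after their values were seen. Esculetin is a catechol and could bind iron, which would raise hypoxia-inducible genes. That set had an adjusted camera p-value of 0.130, with a fry p-value of 0.00133. Its adjusted camera p-value ran from 0.0277 to 0.175 over 14 alternatives and was under 0.05 in 1 of them. It was 0.0360 with GC trends removed and 0.115 with length trends removed. Fth1 rose by 0.99 and Ftl1 did not change detectably (0.12, edgeR adjusted p-value 0.309). Iron shortage would not raise Fth1, yet Fth1 and Hmox1 also answer to other signals, so iron shortage can be neither excluded nor shown with these libraries.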
